A study of Homo sapiens with 42 samples. Its data were reported in "A multi-omic analysis of MCF10A cells provides a resource for integrative assessment of ligand-mediated molecular and phenotypic responses" (2022).

How the data were processed

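The assay for transposase-accessible chromatin with sequencing (ATAC-seq), which marks DNA that a transposase can reach, was analysed in 42 libraries of MCF10A cells. MCF10A is an established, non-tumorigenic line of human mammary epithelial cells. The labels gave the treatment, the time and the replicate letter of each library, and the libraries were placed in 13 groups from those labels alone. CTRL cells were taken at 0 h. The labels call these 4 libraries CTRL, while the names of their files give PBS at 0 h, and the labels were followed. The other cells received PBS, which is the vehicle, or EGF, HGF, OSM, IFNG with EGF, or TGFB with EGF, for 24 h or 48 h. CTRL and EGF at each time had 4 replicates each, and the other groups had 3. BMP2-treated libraries were not analysed here.

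Paired reads were trimmed with Trimmomatic by the authors and aligned to the human genome build GRCh38 with Bowtie2. Secondary, unmapped and mitochondrial alignments were removed, and duplicates were removed with Picard MarkDuplicates. Peaks were called by the authors in each library on its own with MACS2 in paired-end mode at a q of 0.01, with no control library. The deposited files list peaks and hold no read counts, so the depth of each library was unknown, and no interval or detection floor that needs read counts is given. The deposited ratio is the fold enrichment at the peak summit, which is the fragment pileup plus 1 over the local background plus 1. The -log10 values (neg_log10_p), as deposited by the authors, were computed by MACS2 at each summit from the Poisson p of the pileup over the local background, and from the q made of it by Benjamini-Hochberg. The deposited score is 10 times the negative log10 of q, as a whole number. The other deposited columns are positions in bp: the start, the end and the distance of the summit from the start. All peak names and positions were checked against the reference, and none lay past the end of its chromosome or contig.

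The fold enrichment and the p together fix the pileup and the background at a summit. The background coverage, in fragments per base, was recovered from them in each library as a measure of depth that does not depend on the number of peaks. The recovery used peaks with a negative log10 p of at most 250 and a tolerance of 0.001, and it was tested on 5000 simulated peaks.

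Peaks on the primary chromosomes were merged over all libraries where they overlapped by at least 1 bp. Merged sites with a peak in at least 2 libraries were kept as consensus sites. A site was annotated by the summit in its centre, against the 20033 protein-coding genes and 64044 basic transcripts of GENCODE release 44, and was called promoter-proximal within 1000 bp of a transcription start. Detection of a site in a library is 1 or 0. Libraries with more peaks detect more sites of every kind. Detection was therefore adjusted: sites were classed by the number of libraries that detect them, and the share of the class that the library detects was subtracted. Adjusted detection of 0 means detection at the rate usual for that library and that class of site.

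Adjusted detection was compared with limma 3.58.1 in R 4.3.3, in 1 fit over all 13 groups with 29 residual degrees of freedom. Each treatment and time was compared with CTRL. Each ligand was also compared with its matched medium, with both times together: IFNG with EGF and TGFB with EGF against EGF alone, and EGF, HGF and OSM against PBS. A site was called gained or lost at a Benjamini-Hochberg adjusted p below 0.01 and a difference of at least 0.5. Where all libraries of each group detect a site alike, its SE comes from the subtracted rates and the limma fit. The p of such a site ranks it and does not measure spread between replicates. The difference between 48 h and 24 h in each of these 5 contrasts was tested in the same fit.

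The motif deviation of a library is the number of detected sites that carry a motif within 100 bp of the centre summit, over the number that the library's detection rates predict, minus 1, in percent. It was computed for 16 consensus motifs in 11 contrasts, which gave 176 tests. The same motifs with their strings reversed served as negative controls. The panel value of a library is its mean adjusted detection over sites within 50 kb of the transcription starts of a list of genes. The lists were interferon response (16 genes), TGF-beta response (14), OSM and STAT3 response (12) and growth factor response (12). The motifs, the lists, the comparisons, the tests and the alternatives were fixed before the data were examined, apart from those named as later choices. Peak number, promoter share, motif deviation and panel value have 1 value per library and were compared by exact permutation tests, two-sided, with libraries permuted within time in the matched-medium contrasts. A test of 3 libraries against 4 cannot give a p below 0.0286. Their p-values were adjusted by the Benjamini-Hochberg method over all tests of a family: 17 contrasts for peak number and for promoter share, 176 for motifs and 20 for panels. The variance and similarity tests permuted labels at random. Correlations were tested by random permutation as well.

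The named sites were chosen by a fixed rule: the 3 gained and 3 lost sites with the lowest adjusted p in each matched-medium contrast. Ties went to the larger difference, then to the higher median of the negative log10 q in the libraries that detect the site. Every listed gene with a called site within 50 kb in the contrast of its list was named too, with at most 6 per list.

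The site test was tested on simulated data with the same numbers of peaks. Full gains were planted only at sites detected in few libraries, and full losses only at sites detected in most libraries. Among 200 sites switched fully on or off, 79% were recovered for EGF against PBS, 77% for HGF, 62.5% for OSM, 35% for IFNG with EGF against EGF and 4% for TGFB with EGF against EGF. In the last pair, 70 and 8 of 100 gains and 0 and 0 of 100 losses were recovered. At most 5 unchanged sites were called in any of these 5 contrasts, and the comparisons with CTRL were not simulated. Sites were drawn independently from the detection rates of each library, with no further spread between libraries. The count of unchanged sites called may therefore be too low for the real data. Other splits of the real libraries called up to 145 sites for HGF against PBS, with a median of 1. Shifts of 4 in the log odds of detection were recovered in at most 0.5% of sites. Random motif sets of 2000 sites reached an unadjusted p below 0.05 in 4.5% to 7% of trials, and in 12% for TGFB with EGF against EGF.

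The alternatives were a stricter peak threshold (negative log10 q of at least 4), a promoter distance of 2500 bp, the 5000 strongest peaks of each library, sites detected in at least 1 or at least 4 libraries, raw detection, and site classes crossed with 3 classes of GC content. Others were limma array weights, the replicate letter as a block, limma on the compared groups alone, an adjusted p below 0.05, a motif distance of 50 bp, a panel distance of 10 kb, leaving out the 8 libraries with fewer than 30000 peaks, and leaving out each library in turn. Fixed-width sites, libraries weighted by how many sites they detect, the sequencing lane as a term, and variance of motif deviations were added after seeing the data. The lane number was read from the names of the deposited files, and the replicate letter matched the library preparation set given there. Pairing by replicate letter was checked: the mean correlation of adjusted detection was 0.0107 over 237 pairs of libraries with the same letter and different groups, against -0.00423 for different letters, and libraries were not treated as paired. Peak number did differ between letters, so values with the replicate letter as a block are given among the alternatives. Other tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.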

Results

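Accessible chromatin was measured in 42 libraries of MCF10A cells, and 2689076 peaks were listed in all. CTRL cells, taken at 0 h, gave 4 libraries with 111974 ± 2185 peaks (mean ± SD, n = 4). PBS cells gave 62840 ± 36544 peaks at 24 h and 39806 ± 20387 at 48 h (SD, n = 3 each). Cells given EGF at 10 ng/ml gave 73618 ± 26038 peaks at 24 h and 81089 ± 5361 at 48 h (SD, n = 4 each). HGF at 40 ng/ml gave 76264 ± 32979 and 71384 ± 32485 peaks at these times, and OSM at 10 ng/ml gave 67961 ± 36465 and 41638 ± 33055 (SD, n = 3 each). IFNG at 20 ng/ml with EGF gave 49913 ± 24984 and 62834 ± 49402 peaks, and TGFB at 10 ng/ml with EGF gave 40475 ± 58593 and 27669 ± 26323 (SD, n = 3 each). The files hold no read counts, so the sequencing depth was unknown. Single libraries had 4217 to 113805 peaks, a 26.99-fold range, and 8 libraries had fewer than 30000. The background coverage recovered from the peak scores was 0.817 to 1.36 fragments per base, a 1.67-fold range.

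**Figure D1:**
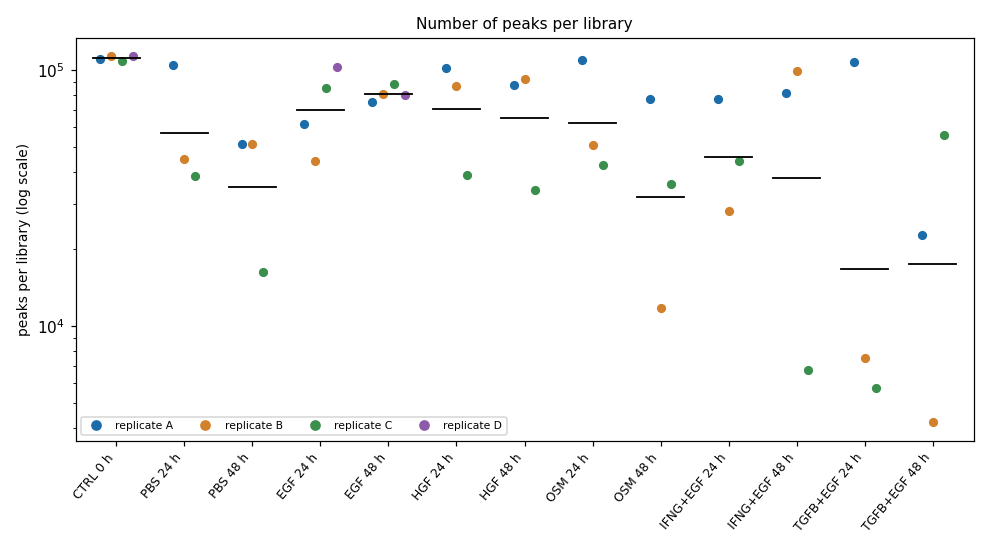
Number of peaks in each of the 42 libraries by group, on a log axis. Points are libraries, coloured by replicate letter, and lines mark group means on the log scale; the 4 CTRL libraries lie between 109226 and 113805, and the lowest library, TGFB with EGF at 48 h replicate B, has 4217.

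Across libraries, log10 peak number and background coverage had a Pearson r of -0.174 (permutation p 0.269, adjusted p 0.269) and a Spearman rho of -0.0780 (permutation p 0.623). Without the 2 libraries farthest from the median r was -0.123, and within groups it was -0.145. This was 1 of 5 relations computed. The 8 libraries with fewer than 30000 peaks had a background coverage of 1.18 ± 0.137 (SD, n = 8), against 1.09 ± 0.129 in the other libraries (SD, n = 34). Differences in peak number were thus not matched by differences in background coverage.

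The first comparison asked whether peak number differed between groups before single sites were compared. Peak number was lower than in CTRL in all 12 groups. The ratio of geometric means ran from 0.150 for TGFB with EGF at 24 h to 0.723 for EGF at 48 h. In 11 groups the exact permutation p was 0.0286, the smallest this design allows, and the adjusted p was 0.0405. OSM at 24 h had a ratio of 0.556 with an exact permutation p of 0.0571 and an adjusted p of 0.0694. Against matched medium, TGFB with EGF had 0.227 times the peak number of EGF (exact permutation p 0.0106, adjusted p 0.0405), and 5 of 6 libraries lay below the EGF mean. The log10 difference was -0.643, and it was -0.846 to -0.489 when any 1 library was left out. With the replicate block it was -0.616, with an exact permutation p of 0.0938. The ratio was 1.69 for EGF against PBS (exact permutation p 0.0514, adjusted p 0.0673), 1.52 for HGF (p 0.215), 1.00 for OSM (p 1.0) and 0.555 for IFNG with EGF against EGF (p 0.116). None of the last 4 differences held up against the spread between replicates. EGF against PBS had a p below 0.05 without PBS at 24 h replicate A (0.00571), PBS at 48 h replicate A (0.0400) or B (0.0400), or EGF at 24 h replicate B (0.0229). IFNG with EGF against EGF had an exact permutation p of 0.0476 without the 48 h replicate B.

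Peak number also differed between replicate letters, which match the library preparation sets. In the 30 libraries of PBS, HGF, OSM, IFNG with EGF and TGFB with EGF, replicate A had 1.92 times its group mean on the log scale, B 0.801 times and C 0.650 times (permutation p 0.0179). A was the highest library in 7 of 10 groups and C the lowest in 7. EGF libraries A to C had 0.962, 0.845 and 1.23 times their group mean (permutation p 0.337, in a test that cannot reach 0.05 with 6 libraries). Lanes were spread over the groups, with 7 to 10 libraries on each of 5 lanes. Lane accounted for 8.74% of the variance of log10 peak number within groups (permutation p 0.517, adjusted p 0.591). Within each of the 3 lanes that held both, the mean log10 peak number of TGFB with EGF was below that of EGF, by -0.213 to -1.01.

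Promoter-proximal peaks, with a summit within 1000 bp of a transcription start, made up 20.2% ± 0.630 of peaks in CTRL (SD, n = 4). The share was 28.6% ± 7.16 and 35.5% ± 6.09 in PBS at 24 h and 48 h (SD, n = 3), and 24.6% ± 3.74 and 23.6% ± 1.51 in EGF (SD, n = 4). HGF had 25.97% ± 7.12 and 25.9% ± 5.57, and OSM had 25.4% ± 4.07 and 29.04% ± 4.75 (SD, n = 3). IFNG with EGF had 28.6% ± 4.12 and 28.1% ± 7.97, and TGFB with EGF had 22.7% ± 2.77 and 22.8% ± 6.00 (SD, n = 3). No comparison of this share passed an adjusted p of 0.05. The lowest adjusted exact permutation p was 0.0607, reached by 7 groups against CTRL and by EGF against PBS, which differed by -7.95 points (unadjusted p 0.0114, 8 of 8 libraries below the PBS mean). With only the 5000 strongest peaks of each library the difference from CTRL changed sign for TGFB with EGF, to -10.6 points at 24 h and -8.49 at 48 h, and for OSM at 48 h, to -0.0117. The 48 h value of TGFB with EGF rests on 2 libraries, since replicate B had fewer peaks than this. Promoter share fell with peak number: Pearson r was -0.433 (permutation p 0.00457, adjusted p 0.00571) and Spearman rho -0.748 (permutation p 1e-05, the smallest these permutations give). Without the 2 farthest libraries r was -0.739, and within groups it was -0.577.

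After merging, 129344 consensus sites were kept of 167221 merged sites. Their median width was 522 bp, 11.3% were promoter-proximal, 44.2% lay in introns and 50.0% were intergenic. Only 562 sites were detected in every library.

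The comparison with CTRL asked which sites opened or closed by 24 h or 48 h. In limma, IFNG with EGF had 1440 gained and 390 lost sites at 24 h, and 3670 gained and 505 lost at 48 h. PBS had 59 gained and 126 lost sites at 24 h, and 143 and 122 at 48 h. EGF had 11 and 144 at 24 h, and 155 and 365 at 48 h. HGF had 91 and 170, then 223 and 171. OSM had 236 and 150, then 75 and 89. TGFB with EGF had 13 and 75, then 54 and 83. At an unadjusted p below 0.05 the 12 comparisons had 9595 to 21389 sites. With raw detection lost sites outnumbered gained sites in all 12 comparisons, with 388 gained and 2360 lost for IFNG with EGF at 24 h, 1319 and 2267 at 48 h, 101 and 898 for OSM at 24 h, 42 and 949 for HGF at 48 h, and 38 and 2351 for PBS at 48 h. The alternative with the largest change in the number of called sites was limma on the compared groups alone, which called 0 sites for IFNG with EGF at 48 h and 3252 for EGF at 48 h. The total at 48 h for IFNG with EGF was 4175, and it was 308 without its replicate A and 317 without B. At 24 h it was 1830, and 797 without replicate A and 680 without C. The 520 sites of EGF at 48 h became 318, 264 and 310 without its replicates B, C and D and 1458 without CTRL D, and 324 to 340 without PBS at 24 h B or C, PBS at 48 h A, B or C, IFNG with EGF at 24 h B or C or 48 h A, TGFB with EGF at 48 h A or B, HGF at 48 h C, OSM at 24 h B or C, or OSM at 48 h B or C. The other totals against CTRL also rested on single libraries. For PBS at 24 h the total of 185 was 101 without its replicate A, and 361, 325, 303 and 360 without CTRL A to D. At 48 h the 265 sites of PBS were 73, 50 and 417 without A, B and C. For TGFB with EGF at 24 h the 88 sites were 220 without replicate A and 225, 234, 219 and 238 without CTRL A to D. Its 137 sites at 48 h were 22 without A, 28 without C, and 272, 263, 259 and 298 without CTRL A to D. For HGF at 24 h the 261 sites were 29, 86 and 518 without A, B and C, and 508, 404 and 480 without CTRL A, B and D. Its 394 sites at 48 h were 58, 60 and 710 without A, B and C, and 622 without CTRL A. The 386 sites of OSM at 24 h were 236 without A and 229 without B. Its 164 sites at 48 h were 41 without A, 21 without C, and 301, 290, 248 and 337 without CTRL A to D. The 155 sites of EGF at 24 h were 257, 273 and 102 without A, B and C, and 329, 340, 314 and 401 without CTRL A to D.

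**Figure D2:**
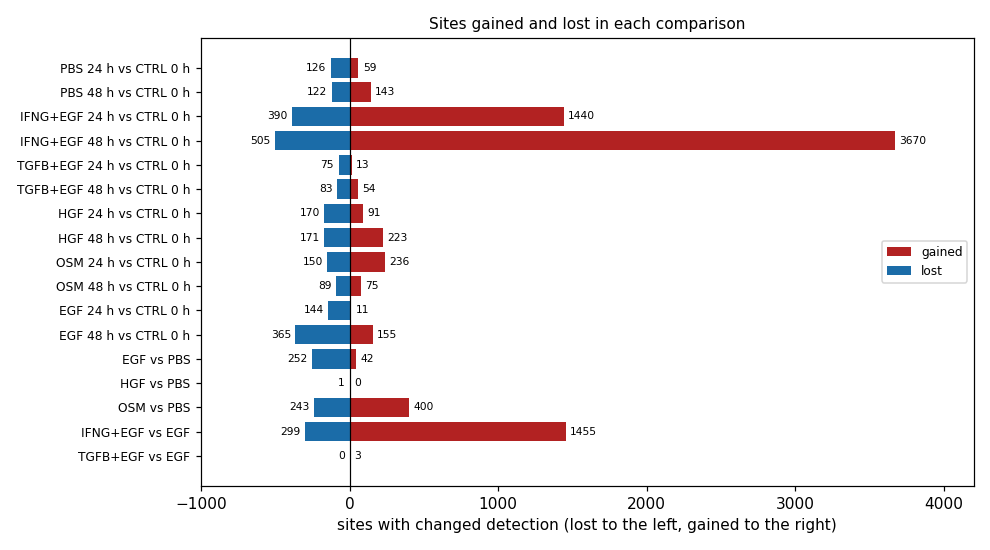
Number of lost (left of 0) and gained (right of 0) sites in each limma comparison. IFNG with EGF has the most gained sites, 3670 against CTRL at 48 h and 1455 against EGF, and HGF against PBS has 1 lost site.

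Against matched medium, the comparison asked what each ligand added. IFNG with EGF had 1455 gained and 299 lost sites against EGF, and 17892 sites had an unadjusted p below 0.05. With raw detection it had 955 gained and 555 lost sites. In simulated data this comparison recovered 70 of 100 gains and 0 of 100 losses, so the excess of gained sites cannot be read directly. OSM had 400 gained and 243 lost sites against PBS (17176 unadjusted), and EGF had 42 gained and 252 lost (17157 unadjusted). HGF had 0 gained and 1 lost site against PBS in limma, with 9550 at an unadjusted p below 0.05. TGFB with EGF had 3 gained and 0 lost sites against EGF in limma, with 10066 unadjusted. In simulated data with these peak numbers the same test recovered 4% of fully switched sites for TGFB with EGF, so its count does not show that sites stayed the same. For HGF it recovered 77% of fully switched sites, but 0 of 200 sites with smaller shifts. Raw detection turned the balance of EGF against PBS, to 331 gained and 25 lost, and of TGFB with EGF, to 68 gained and 3881 lost. By number of sites, the alternatives that moved these counts most were array weights for OSM (4210 called sites), EGF (3482) and HGF (309), raw detection for TGFB with EGF (3949), and weights by the number of sites detected for IFNG with EGF (4848). Limma on the compared groups alone gave the lowest counts for IFNG with EGF (377), OSM (0) and EGF (4). A fit with lane as a term called 1429 gained and 271 lost sites for IFNG with EGF, 117 and 51 for OSM, 5 and 109 for EGF, 0 and 1 for HGF, and 3 and 0 for TGFB with EGF. The total of 1754 for IFNG with EGF was 2919 without the 24 h replicate B, and 1091, 1020 and 4061 without the 48 h replicates A, B and C. Its lost sites were 56, 31 and 892 without these 48 h replicates. For OSM the total of 643 was 1478, 89 and 139 without PBS at 24 h A, B and C, and 87, 78 and 1953 without PBS at 48 h A, B and C. It was 1653, 116 and 207 without OSM at 24 h A, B and C, 53 without OSM at 48 h C, and 212 to 353 without any CTRL library, IFNG with EGF at 48 h A, B or C, TGFB with EGF at 24 h B or C or 48 h B, HGF at 24 h A or B or 48 h A or B, EGF at 24 h A, C or D, or any EGF library at 48 h. For EGF the total of 294 was 814 and 83 without PBS at 24 h A and B, 81, 61 and 1642 without PBS at 48 h A, B and C, 185 without EGF at 24 h C, and 154 without EGF at 48 h B. The 1 site of HGF became 99, 6 and 11 without PBS at 24 h A, B and C, and 14, 6 and 142 without PBS at 48 h A, B and C. It became 2 and 12 without HGF at 24 h A and C, 3 and 20 without HGF at 48 h A and C, 2 without CTRL D, 7 without IFNG with EGF at 24 h A, and 3 without TGFB with EGF at 48 h B. The 3 sites of TGFB with EGF became 22 and 5 without the 24 h replicates A and C, and 1, 128 and 1 without the 48 h replicates A, B and C. They became 6, 6, 0 and 0 without EGF at 24 h A to D, 8, 5, 8 and 0 without EGF at 48 h A to D, 6 without PBS at 24 h A, 5 without IFNG with EGF at 48 h C, and 7, 6 and 6 without HGF at 48 h A, B and C.

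Among the gained sites of IFNG with EGF, 4 shared the lowest adjusted p of 7.58e-11 in limma. They were detected in 6 of 6 libraries of IFNG with EGF, 0 of 8 of EGF and 0 of 4 of CTRL, with a difference of 1.03 ± 0.0728 (SE). They lie on chromosome 1 at 89272439 to 89273315, 155 bp from the start of GBP5, on chromosome 19 at 39557610 to 39558787, 17881 bp from EID2, on chromosome 14 at 100329782 to 100333460, 8938 bp from SLC25A47, and on chromosome 5 at 132477415 to 132482178 in an intron of IRF1. Detection of these 4 sites did not vary within any group, since no other library detected them. Their SE thus comes from the subtracted detection rates and the limma fit. The p ranks these sites and does not measure spread between replicates. Sites near other genes of the interferon list were detected in 5 of 6 libraries against 0 of 8 (adjusted p 8.48e-08 in limma, difference 0.823 ± 0.0886, SE). These were a site on chromosome 4 at 76028374 to 76028780, within 50 kb of CXCL10, CXCL11 and CXCL9, a site on chromosome 8 at 39913603 to 39913962 in IDO1, and a site on chromosome 16 at 56999294 to 56999876 in NLRC5. In all, 11 of 16 genes of the interferon list had a called site within 50 kb. The 3 lost sites with the lowest adjusted p were detected in 0 of 6 libraries against 8 of 8 of EGF. They lie in an intron of EBF1 (chromosome 5, 159017728 to 159018435), 103357 bp from DLX6 (chromosome 7, 96901772 to 96902347) and 605154 bp from SLC39A10 (chromosome 2, 195051250 to 195051862), with differences of -0.702, -0.702 and -0.707 and adjusted p of 0.000223, 0.000223 and 0.000252 in limma.

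For OSM against PBS the gained sites with the lowest adjusted p were on chromosome 18 at 40167788 to 40168344 (6 of 6 libraries against 0 of 6, adjusted p 9.16e-09 in limma), in an intron of N4BP1 on chromosome 16 at 48611605 to 48612174 (6 of 6 against 0 of 6, adjusted p 9.36e-05), and in an intron of OXR1 on chromosome 8 at 106285704 to 106286191 (5 of 6 against 0 of 6, adjusted p 9.51e-05). Their differences were 0.975 ± 0.0778, 0.970 ± 0.122 and 0.817 ± 0.104 (SE). Sites in introns of PDGFB (chromosome 22, 39235265 to 39235676) and MAPKAPK2 (chromosome 1, 206714525 to 206715362) were lost, with 0 of 6 libraries against 6 of 6 and differences of -1.06 and -1.05 (adjusted p 0.000822 each). For EGF against PBS the gained sites were on chromosome 5 at 132365170 to 132365697, 4278 bp from SLC22A5, in an intron of STK3 on chromosome 8 at 98926897 to 98927675, and in an intron of CLEC9A on chromosome 12 at 10031445 to 10032165. Each was detected in 8 of 8 EGF, 0 of 6 PBS and 4 of 4 CTRL libraries, with differences of 0.718, 0.718 and 0.790 and adjusted p of 0.00205, 0.00205 and 0.00377 in limma. The CLEC9A site was not called without PBS at 48 h replicate A or B. Over all runs that leave out 1 library its difference was 0.755 to 0.922 and its adjusted p at most 0.0135. Sites 34725 bp from CTNNB1 (chromosome 3, 41159775 to 41160253) and in an intron of TARBP1 (chromosome 1, 234403283 to 234403771) were lost, with 1 of 8 EGF libraries against 6 of 6 of PBS and differences of -1.22 and -1.20 (adjusted p 7.95e-05 and 8.09e-05). The growth factor list had 1 gene of 12 with a called site, EGR1, lost on chromosome 5 at 138469360 to 138471296 (2 of 8 EGF against 6 of 6 PBS libraries, difference -1.15, adjusted p 0.00694). That call was not made in 9 of the 42 runs that leave out 1 library: PBS at 24 h B or C, PBS at 48 h A or B, EGF at 24 h A, C or D, or EGF at 48 h B or D, with differences of -1.26 to -1.07 over all runs.

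A site on chromosome 12 at 38390980 to 38391337, 74400 bp from ALG10B, was lost against PBS for EGF, HGF and OSM, with differences of -0.514, -0.517 and -0.510 (adjusted p 1.87e-06, 8.39e-06 and 5.75e-06 in limma). It was detected in 3 of 3 PBS libraries at 24 h and in no other library. It was not called without PBS at 24 h replicate B or C in any of the 3 comparisons, nor for OSM without OSM replicate A of 24 h or 48 h, where its differences lay between -0.531 and -0.481. The 3 gained sites of TGFB with EGF lay in an intron of LYSMD2 (chromosome 15, 51727399 to 51727953, 4 of 6 libraries against 0 of 8, difference 0.690, adjusted p 0.00315), far from genes on chromosome 1 at 124562017 to 124562282 (6 of 6 against 1 of 8, difference 1.42, adjusted p 0.00490), and nearest to PLD5 on chromosome 1 at 242763793 to 242764481 (6 of 6 against 0 of 8, difference 1.27, adjusted p 0.00490). The PLD5 site lies 239553 bp from the start of PLD5 and was also detected in 4 of 4 CTRL libraries. The site far from genes was detected in 24 libraries in all and in 0 of 4 CTRL libraries. Its nearest gene start, that of SRGAP2C, is 3375029 bp away. No regions were excluded as prone to mapping artefacts, so such an artefact stays open for this site. The LYSMD2 call was lost without EGF at 24 h C or D or EGF at 48 h D. The calls of both sites on chromosome 1 were lost without those libraries and without TGFB with EGF at 24 h B or C or at 48 h A or C. Their differences stayed positive in all runs that leave out 1 library, at 0.511 to 0.772, 1.33 to 1.56 and 1.18 to 1.36.

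Motif deviations asked which transcription factor motifs went with the change. Of 176 tests, 47 had an adjusted p below 0.05, against 6 for the reversed motif strings. For IFNG with EGF against EGF the IRF motif deviation was 95.9% ± 25.9 (SD, n = 6) against -11.3% ± 9.10 (SD, n = 8), a difference of 107 points, higher in 6 of 6 libraries (exact permutation p 0.000816, the smallest this design allows, adjusted p 0.0131). In CTRL it was -24.0% ± 1.93 (SD, n = 4). The difference within each of 5 lanes that held both was 79.6 to 157 points. In the same comparison P53, MAF and AP1 were lower than the EGF mean of the same time in 6 of 6 libraries. The differences were -20.2, -17.6 and -13.0 points (adjusted exact permutation p 0.0131, 0.0131 and 0.0459). RUNX and TEAD were lower in 5 of 6, counted likewise, by -14.7 and -8.43 points (adjusted exact permutation p 0.0434 and 0.0457). Against the EGF mean over both times, some 24 h libraries of IFNG with EGF lay above EGF for AP1 and RUNX. The reversed strings of P53 and MAF were lower as well, by -20.9 and -43.6 points, so the P53 and MAF differences did not exceed their controls. The AP1, RUNX and TEAD calls were lost in 27, 20 and 26 of the 42 runs that leave out 1 library. Much of the size of these differences came from the 48 h replicate C, which had 6742 peaks: without it P53, MAF, AP1, RUNX and TEAD were lower by -12.7, -6.76, -1.68, -4.34 and -2.94 points. For TGFB with EGF against EGF the SMAD motif deviation was 63.8% ± 24.2 (SD, n = 6) against -10.1% ± 4.65 (SD, n = 8), and the TEAD motif deviation 27.7% ± 10.4 against 2.14% ± 2.02. Both were higher in 6 of 6 libraries (exact permutation p 0.000816, adjusted p 0.0131), by 73.9 and 25.6 points, and by 59.4 to 82.9 and 20.9 to 31.7 points within the 3 lanes that held both. In this comparison random sets of sites reached an unadjusted p below 0.05 in 12% of trials. The reversed IRF and P53 strings passed the threshold, at -17.8 and -13.9 points (adjusted exact permutation p 0.0359 and 0.0479), and neither motif itself was called. The CEBP motif was lower in 6 of 6 libraries, by -21.1 points (adjusted exact permutation p 0.0131), as were CTCF and ETS, by -62.1 and -26.5 points (adjusted p 0.0205 each). NF1 and CREB were lower in 5 of 6, by -26.0 and -19.1 points (adjusted p 0.0434 and 0.0429), in calls that were lost in 17 and 14 of the 42 runs that leave out 1 library. The reversed strings of CTCF, CEBP and CREB were lower by -43.9, -14.6 and -12.1 points (adjusted exact permutation p 0.352, 0.230 and 0.0821), and those of ETS and NF1 by -8.91 and -6.68 points. The alternative that moved the number of called motifs most was the omission of libraries with fewer than 30000 peaks, after which 0 of the 47 calls were made. It left TGFB with EGF 1 library at each time, with a smallest exact permutation p above 0.05 against CTRL and of 0.04 against EGF, so the loss of its calls says nothing about their stability. The IRF, SMAD and TEAD differences stayed at 96.6 to 115, 66.1 to 81.3 and 22.4 to 27.6 points, and past the threshold, when any 1 library was left out.

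**Figure D3:**
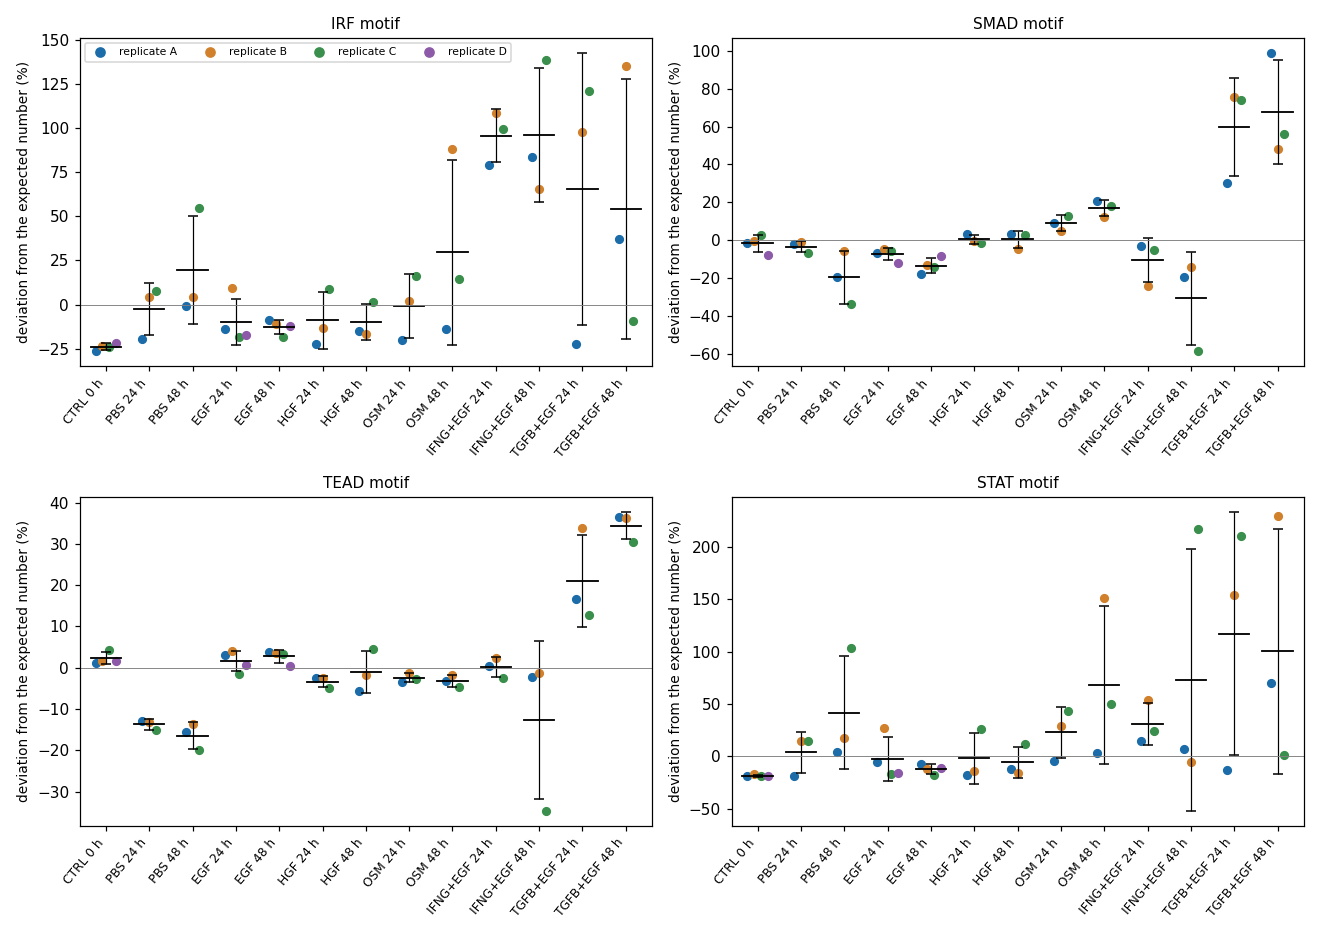
Motif deviation of each library in percent for the IRF, SMAD, TEAD and STAT motifs, by group. Points are libraries, and lines and bars are means and SD; over both times IRF is at 95.9% on average with IFNG and EGF, and SMAD at 63.8% with TGFB and EGF.

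For EGF against PBS, RUNX, TEAD, AP1 and MAF motif deviations were higher by 21.5, 17.2, 14.9 and 10.8 points and ATF4 and NFKB lower by -13.1 and -7.22 points, in 8 of 8 libraries each (adjusted exact permutation p 0.0131, and 0.0205 for NFKB). The reversed AP1 string was also higher, by 8.86 points, so the AP1 difference exceeded that control by less than its own size, and the reversed IRF string was higher by 7.90 points. These 6 calls were made when any 1 library was left out. The TEAD difference was 14.5 to 21.7 points and the RUNX difference 15.1 to 37.4 points within the 4 lanes that held both. CEBP was lower in 8 of 8 EGF libraries, by -12.6 points (adjusted exact permutation p 0.0410), in a call that was lost in 11 of the 42 runs. For OSM against PBS, RUNX and TEAD were higher by 24.1 and 12.2 points, and SMAD by 24.4 points, in 6 of 6 libraries each (exact permutation p 0.005, the smallest this design allows, adjusted p 0.0352). The SMAD call for OSM was lost without PBS at 24 h replicate C, where the differences over all such runs were 20.9 to 27.9. For HGF against PBS, TEAD and RUNX were higher by 12.9 and 13.4 points in 6 of 6 libraries (adjusted exact permutation p 0.0352). NF1 and SMAD were higher by 15.6 and 11.9 points and NFKB lower by -6.87 points in 6 of 6 (adjusted p 0.0429 each), in calls lost in 11, 11 and 12 of the 42 runs. Against CTRL, PBS was lower in RUNX, TEAD and AP1 by -21.1, -17.3 and -16.6 points in 6 of 6 libraries (adjusted exact permutation p 0.0429, 0.0352 and 0.0429), and higher in ATF4 by 10.8 points (adjusted p 0.0429). Other calls against CTRL were higher IRF (12.7 points) and lower SMAD (-8.58) for EGF, and lower AP1 (-9.32), MAF (-7.39) and RUNX (-7.68) for HGF. OSM had higher SMAD (14.6) and CEBP (11.8) and lower TEAD (-5.06). IFNG with EGF had higher IRF (120 points), and TGFB with EGF had higher SMAD (65.3) and TEAD (25.5) and lower CEBP (-20.0) and CTCF (-56.2). Each was in that direction in all libraries of the treatment, with an adjusted exact permutation p of 0.0352 to 0.0459, and each was lost in 3 to 22 of the 42 runs that leave out 1 library. No test of the difference between EGF, HGF and OSM was made. Of the 30 calls against matched medium, 18 were made when any 1 library was left out, and of the 17 calls against CTRL, 0 were.

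The STAT motif deviation was higher with IFNG and EGF than with EGF by 59.5 points (adjusted exact permutation p 0.0410) and with TGFB and EGF by 116 points (adjusted p 0.0387). These calls were lost in 13 and 8 of the 42 runs that leave out 1 library, and without IFNG with EGF at 48 h replicate C the first difference was 23.4 points. This motif tracked peak number, with a Pearson r of -0.967 (permutation p 1e-05, the smallest these permutations give, adjusted p 1.67e-05), a Spearman rho of -0.932 (permutation p 1e-05) and r within groups of -0.970. Without the 2 farthest libraries r was -0.951. The IRF motif had an r of -0.800 and a rho of -0.858 with log10 peak number (permutation p 1e-05 each), r of -0.726 without the 2 farthest libraries and -0.948 within groups. In the 34 libraries with at least 30000 peaks its r was -0.347. For CTCF r was 0.899 and rho 0.674 (permutation p 1e-05 each), 0.852 without the 2 farthest libraries and 0.923 within groups.

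The motifs were also counted in the called sites. Among the 1455 sites gained with IFNG and EGF, 603 or 41.4% carried the IRF motif, against 5.60% of sites of the same detection frequency. Among the 400 sites gained with OSM, 10.3% carried the STAT motif, against 3.76%, and 12.8% the TEAD motif, against 7.22%. STAT was in 10.5% of the sites gained with IFNG and EGF, against 4.71%. Among the 252 sites lost with EGF, 18.7% carried the AP1 motif, against 33.03%.

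Panel values asked whether sites near listed genes were detected more often. For the interferon list, with 104 sites near 16 genes, adjusted detection was 0.214 ± 0.104 with IFNG and EGF (SD, n = 6) and -0.0402 ± 0.0303 with EGF (SD, n = 8). The difference was 0.255, higher in 6 of 6 libraries (exact permutation p 0.000816, adjusted p 0.0163), and it was 0.0947 to 0.316 within the 5 lanes that held both. Without libraries of fewer than 30000 peaks it was 0.312, with an adjusted exact permutation p of 0.0889. That smaller design gives the lowest of 20 tests no smaller value, so this p does not speak against the difference. For the TGF-beta list the difference of TGFB with EGF from EGF was 0.0240 (exact permutation p 0.0865, adjusted p 0.245), and with sites within 10 kb it was 0.0627 (adjusted p 0.0327). For the OSM and STAT3 list the difference was 0.0608 for OSM against PBS (exact permutation p 0.015, adjusted p 0.100), and 0.0776 with an adjusted p of 0.0381 without OSM at 24 h replicate C. For the growth factor list it was 0.0140 for EGF (exact permutation p 0.380) and 0.0191 for HGF (p 0.230) against PBS. Of the TGF-beta and OSM lists, 0 of 14 and 0 of 12 genes had a called site in their own contrast, and neither did any of 12 genes of the growth factor list for HGF.

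**Figure D4:**
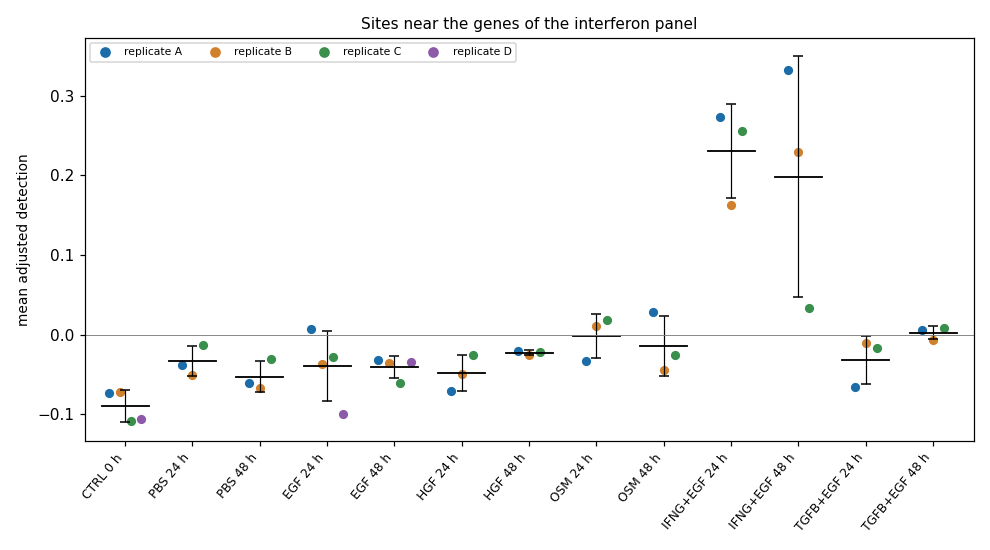
Adjusted detection of sites near interferon-response genes in each library, by group. Points are libraries, and lines and bars are means and SD; over both times the mean is 0.214 with IFNG and EGF and -0.0402 with EGF.

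Treatment accounted for 21.7% of the variance of adjusted detection over the 38 libraries other than CTRL (permutation p 1e-05, the smallest these permutations give), against a median of 13.4% for permuted labels. Time accounted for 3.17% (permutation p 0.00118) and the replicate letter for 9.11% (permutation p 0.00156), against medians of 2.42% and 7.84% for permuted labels. With raw detection the share of time was 2.23% (permutation p 0.392). Libraries of the same treatment at 24 h and 48 h correlated at a mean r of 0.0667, against -0.0401 for different treatments. EGF was at 0.00156 across the times, below PBS with HGF (0.0324) and OSM with TGFB and EGF (0.0373), so the pooled value does not hold for each treatment. This difference of 0.107 had a permutation p of 1e-05, the smallest these permutations give, over sites that are not independent replicates.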

Values the study reported

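The study reported that ligand treatment accounted for 43.3% of the variance of its ATACseq data.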

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

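The tests of explanations in this part were chosen after the results were seen, and so were the weights by the number of sites detected. The other alternative settings named here were planned. The unusual single libraries below come from 81 tests of groups of 4 libraries, in which 4.05 are expected at 1 in 20, and 5 were found, close to the number that chance gives.

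In CTRL, replicate C had a TEAD motif deviation of 4.38%, against 1.22% to 1.71% in the other 3, and an adjusted detection of -0.0353 for the OSM and STAT3 list, against -0.000830 to 0.00536. CTRL replicate A had 0.0355 for the TGF-beta list, against 0.00368 to 0.00622. The count of 5 unusual values, against the 4.05 expected, leaves chance as an explanation for each. An unusual peak number was argued against for replicate A, whose 111209 peaks lay between those of other CTRL libraries. Replicate C had 109226 peaks, the fewest of CTRL, so peak number cannot be told apart from other properties of this 1 library. No biological explanation was tested, since these replicates share a treatment and time.

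In EGF at 48 h, replicate A had 509 peaks on unplaced contigs, against 368 to 381 in the other 3, and replicate C had an adjusted detection of -0.0608 for the interferon list, against -0.0358 to -0.0313. Replicate A had 75217 peaks, the fewest of its group, and replicate C had 88211, the most, so peak number cannot be told apart from other properties of these single libraries. The count of 5 such values in 81 tests again leaves chance open. No biological explanation was tested.

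In the fit with equal weights, few sites had a difference from matched medium that changed between 24 h and 48 h: 1 for EGF, 2 for HGF, 4 for OSM and 2 for IFNG with EGF, and 0 for TGFB with EGF (limma, with 7841, 6054, 6722, 8598 and 6694 sites at an unadjusted p below 0.05). The sites named here were chosen after their values were seen. The site on chromosome 12 at 38390980 to 38391337 accounts for the 1 site of EGF and for 1 each of HGF and OSM. It was detected in 3 of 3 PBS libraries at 24 h, in 0 of 3 at 48 h, and in none of the EGF, HGF or OSM libraries (changes of 0.949, 0.955 and 0.984). The other site of HGF is not used here. The other 3 sites of OSM lie on chromosome 3 at 64056605 to 64057117, chromosome 8 at 126055488 to 126055750 and chromosome 5 at 157521381 to 157521727, each detected in 3 then 0 of 3 OSM libraries (change -1.02). The 2 sites of IFNG with EGF lie on chromosome 20 at 38123088 to 38123424 and on chromosome 6 at 123669016 to 123669402. Each was in 3 then 0 of 3 libraries (change -1.07). The site on chromosome 20 is in an intron, with TGM2 as the gene with the nearest start. Random splits of the libraries gave counts as large in 79 of 100 for EGF (highest other 19), 67 of 100 for HGF (104), 46 of 100 for OSM (171) and 94 of 100 for IFNG with EGF (979), so chance cannot be excluded for these 4 counts. For TGFB with EGF the count of 0 is reached by any split, so 100 of 100 (highest other 53) tests nothing. A biological change between 24 h and 48 h stays open, as untested beyond this.

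These counts depended on the processing. With array weights they were 114 for EGF, 12 for HGF, 295 for OSM, 1307 for IFNG with EGF and 815 for TGFB with EGF. Without libraries of fewer than 30000 peaks they were 73, 106, 82, 1382 and 170. Weights by the number of sites detected gave 1567 for IFNG with EGF, 5 for HGF and 6 for TGFB with EGF. Sites called in at least 4 libraries gave 0 for EGF, 1 for HGF, 0 for OSM and 0 for IFNG with EGF, and a stricter peak threshold gave 1 for OSM and 1 for IFNG with EGF. Raw detection gave 3 for EGF, and limma on the compared groups alone gave 3 for EGF, 0 for HGF, 0 for OSM and 8 for IFNG with EGF. How many sites change between the times is thus left open.

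The counts also moved with single libraries. For EGF the 1 site became 11, 10 and 15 without PBS at 24 h A, B and C, 11, 6 and 31 without PBS at 48 h A, B and C, 6 without EGF at 24 h B, 7 and 3 without EGF at 48 h A and B, 2 without CTRL A or D, 3 without IFNG with EGF at 24 h A, and 2 without HGF at 48 h B or C. For HGF the 2 sites became 4, 16 and 21 without PBS at 24 h A, B and C, and 14, 6 and 29 without PBS at 48 h A, B and C. They became 4, 5 and 21 without HGF at 24 h A, B and C, 4 and 77 without HGF at 48 h B and C, and 4 without IFNG with EGF at 24 h A. For OSM the 4 sites became 9, 13 and 18 without PBS at 24 h A, B and C, and 14, 8 and 39 without PBS at 48 h A, B and C. They became 18 and 66 without OSM at 24 h B and C, and 14 without OSM at 48 h A. For IFNG with EGF the 2 sites became 82 and 14 without its 24 h replicates B and C, 5, 26 and 1375 without its 48 h replicates A, B and C, 4 without EGF at 24 h B, 12 without EGF at 48 h A, and 4 without OSM at 24 h B. For TGFB with EGF the 0 sites became 63, 3 and 4 without its 24 h replicates A, B and C, 1, 2 and 1 without its 48 h replicates A, B and C, 2 without EGF at 24 h B, 8 without EGF at 48 h A, and 1 without CTRL A, CTRL D or HGF at 48 h B.

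Peaks outside the primary chromosomes were not used in the comparisons. They made up 10.2% of the peaks of TGFB with EGF at 48 h replicate B, above the highest CTRL library at 2.48%. In all, 13 libraries lay above CTRL, and 8 of these were the libraries with fewer than 30000 peaks. The number of peaks on unplaced contigs differed only 1.84-fold between libraries, from 339 to 625, while the number on alternate contigs differed 39.2-fold, from 56 to 2197. A candidate explanation is a set of unplaced-contig peaks called in nearly every library, which takes a larger share where few other peaks are called. A biological cause in the group of TGFB with EGF was not tested.

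Alternate contigs of the MHC held 711 peaks in IFNG with EGF at 48 h replicate B, above the 499 to 591 of CTRL. This was 33.5% of its peaks on alternate contigs, against at most 28.05% in other libraries. Peak number was argued against, since the library had 99869 peaks and the 9 libraries with more peaks reached at most 591. The primary copy of the region held 111 consensus sites, of which 0 were gained and 0 lost against EGF in limma, where 0.0895% of gained sites are expected there. Reads shared between copies of the region may have moved peaks to the alternate contigs and lowered the primary copy, so this test with its count of 0 cannot tell apart shared reads from a response to IFNG. The other IFNG with EGF libraries did not lie above the EGF range. Among them 48 h replicate A had 403 such peaks and 24 h replicate A 213, among 81891 and 77174 peaks in all. As a share of peaks on alternate contigs, 48 h replicate A was at 27.3%. EGF at 48 h had 258 to 497 such peaks and shares of 20.9% to 28.05%. A response of MHC genes to IFNG stays open as a hypothesis that rests on 1 library, with 48 h replicate A high but within the EGF range.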

How the results depend on the processing

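The alternatives were planned except 4, which were chosen after seeing the data: fixed-width sites, libraries weighted by how many sites they detect, sequencing lane as a term, and motif deviations in place of sites. Calling a site where a summit lies in it was not run separately, since every merged site of a library holds a summit of that library. For peak number and promoter share the threshold is an unadjusted exact permutation p of 0.05, and for motifs and gene lists an adjusted p of 0.05, except with the replicate block, where 64 relabelings allow only an unadjusted p. Where a value changed, the cause was not tested unless stated.

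Peak number in TGFB with EGF against EGF lost its side of the threshold with the replicate block, at a log10 difference of -0.616 (exact permutation p 0.0938). No other comparison of peak number changed side or direction under the alternatives other than leaving out a library. Leaving out each library gave log10 differences from CTRL as follows, with the library left out in brackets: PBS 24 h -0.429 (A) to -0.212 (C), PBS 48 h -0.587 (A) to -0.337 (C), IFNG with EGF 24 h -0.501 (A) to -0.281 (B), IFNG with EGF 48 h -0.678 (B) to -0.0927 (C), TGFB with EGF 24 h -1.23 (A) to -0.593 (C), TGFB with EGF 48 h -1.06 (C) to -0.497 (B), HGF 24 h -0.282 (A) to -0.0736 (C), HGF 48 h -0.313 (B) to -0.0946 (C), OSM 24 h -0.378 (A) to -0.174 (C), OSM 48 h -0.735 (A) to -0.328 (B), EGF 24 h -0.260 (D) to -0.137 (B) and EGF 48 h -0.153 (C) to -0.130 (A). With 2 libraries left in a group the smallest exact permutation p is 0.0667, so such a design is too small to pass. EGF at 24 h against CTRL had an exact permutation p of 0.0857, 0.0857, 0.0571 and 0.0857 without CTRL A to D. Against matched medium the differences were EGF 0.144 (PBS 48 h C) to 0.294 (PBS 24 h A), HGF 0.0977 (PBS 48 h C) to 0.252 (HGF 48 h C), OSM -0.0956 (OSM 48 h A) to 0.108 (OSM 48 h B), IFNG with EGF -0.360 (IFNG with EGF 48 h B) to -0.0678 (IFNG with EGF 48 h C) and TGFB with EGF -0.846 (TGFB with EGF 24 h A) to -0.489 (TGFB with EGF 48 h B). OSM against PBS, with a difference near 0 in all libraries, became 0.0667, 0.0419 and 0.0416 without PBS 24 h A, PBS 48 h A and PBS 48 h B, and 0.0209, 0.0407 and 0.108 without OSM 24 h B, OSM 24 h C and OSM 48 h B.

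Promoter share with the 5000 strongest peaks changed direction against CTRL for TGFB with EGF, to -10.6 points at 24 h and -8.49 at 48 h, and for OSM 48 h, to -0.0117. TGFB with EGF 48 h B has fewer than 5000 usable peaks and no value in this setting, so the 48 h value rests on 2 libraries and the comparison with EGF on 5. It passed the threshold for PBS 24 h at 10.7, for OSM against PBS at -16.6 and for TGFB with EGF against EGF at -13.9. It no longer passed for IFNG with EGF at 3.74 (24 h) and 5.82 (48 h), HGF at 6.96 (24 h) and 6.80 (48 h), and EGF 48 h at 6.76. A stricter peak threshold gave 9.56 for PBS 24 h, past the threshold. With the replicate block EGF against PBS was -7.11 (exact permutation p 0.125) and OSM against PBS -4.82 (p 0.0313). A promoter distance of 2500 bp changed no side or direction. Leaving out libraries gave differences from CTRL of PBS 24 h 5.17 (C) to 12.3 (A), PBS 48 h 11.8 (C) to 17.2 (A), IFNG with EGF 24 h 6.66 (B) to 10.7 (A), IFNG with EGF 48 h 3.40 (C) to 10.8 (B), TGFB with EGF 24 h 1.47 (C) to 4.12 (A), TGFB with EGF 48 h 0.500 (A) to 6.08 (B), HGF 24 h 1.70 (C) to 8.14 (A), HGF 48 h 2.47 (C) to 7.40 (B), OSM 24 h 3.75 (C) to 7.58 (A), OSM 48 h 7.38 (C) to 11.6 (A), EGF 24 h 3.35 (B) to 5.84 (D) and EGF 48 h 2.72 (A) to 3.83 (C). Against matched medium they were EGF -9.86 (PBS 24 h A) to -6.19 (PBS 48 h C), HGF -8.20 (HGF 24 h C) to -4.39 (PBS 48 h C), OSM -6.74 (PBS 24 h A) to -3.06 (PBS 48 h C), IFNG with EGF 1.97 (IFNG with EGF 48 h C) to 5.67 (IFNG with EGF 48 h B) and TGFB with EGF -2.41 (TGFB with EGF 48 h A) to 0.381 (TGFB with EGF 48 h B). Only TGFB with EGF against EGF changed direction in these runs. An exact permutation p below 0.05 appeared for EGF 24 h without its replicate D (0.0286), for HGF (0.0450) and OSM (0.0250) without PBS 24 h A, and for IFNG with EGF without its replicates 24 h A (0.0476) and 48 h B (0.0362).

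Counts of called sites within 1.5 times the values in the report are not listed. Sites called in at least 1 library gave 302 for OSM against PBS. Sites called in at least 4 libraries gave 1606 (IFNG with EGF 48 h), 212 (HGF 48 h) and 222 (OSM 24 h) against CTRL and 0 for HGF against PBS. A stricter peak threshold gave 284 for EGF 48 h, 0 for HGF against PBS and 9 for TGFB with EGF against EGF. Fixed-width sites gave 2 for HGF against PBS, and site classes crossed with GC content gave 411 for OSM. The replicate block gave 7 (HGF), 253 (OSM) and 1 (TGFB with EGF) against matched medium. Sequencing lane as a term gave 119 (PBS 24 h), 167 (PBS 48 h), 126 (HGF 24 h), 103 (OSM 48 h) and 272 (EGF 48 h) against CTRL, and 114 (EGF) and 168 (OSM) against PBS.

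Raw detection, which does not adjust for peak number, gave 901 (PBS 24 h), 2389 (PBS 48 h), 2748 (IFNG with EGF 24 h), 875 (TGFB with EGF 24 h), 2603 (TGFB with EGF 48 h), 811 (HGF 24 h), 991 (HGF 48 h), 999 (OSM 24 h), 2059 (OSM 48 h), 1535 (EGF 24 h) and 1727 (EGF 48 h) against CTRL, and 10 (HGF), 51 (OSM) and 3949 (TGFB with EGF) against matched medium. Of the 3949 sites of TGFB with EGF, 3881 were lost. Raw detection also turned the balance of EGF against PBS, to 331 gained and 25 lost, and of IFNG with EGF against CTRL, to 388 and 2360 at 24 h and 1319 and 2267 at 48 h. Array weights gave 675 (PBS 48 h), 1208 (TGFB with EGF 24 h) and 323 (EGF 24 h) against CTRL, and 3482 (EGF), 309 (HGF), 4210 (OSM), 2642 (IFNG with EGF) and 588 (TGFB with EGF) against matched medium. Weights by the number of sites detected gave 572 (PBS 24 h), 450 (PBS 48 h), 3060 (IFNG with EGF 24 h), 6624 (IFNG with EGF 48 h), 3039 (TGFB with EGF 24 h), 764 (TGFB with EGF 48 h), 590 (HGF 24 h), 796 (HGF 48 h), 787 (OSM 24 h), 570 (EGF 24 h) and 851 (EGF 48 h) against CTRL, and 833 (EGF), 28 (HGF), 1145 (OSM), 4848 (IFNG with EGF) and 962 (TGFB with EGF) against matched medium. An adjusted p below 0.05, a wider threshold by construction, gave 654 (PBS 24 h), 781 (PBS 48 h), 355 (TGFB with EGF 24 h), 882 (HGF 24 h), 1050 (HGF 48 h), 913 (OSM 24 h), 516 (OSM 48 h), 634 (EGF 24 h) and 1746 (EGF 48 h) against CTRL, and 1691 (EGF), 8 (HGF), 2793 (OSM), 3192 (IFNG with EGF) and 22 (TGFB with EGF) against matched medium.

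Without libraries of fewer than 30000 peaks the counts were 69 (PBS 24 h), 2102 (TGFB with EGF 24 h), 1148 (TGFB with EGF 48 h), 130 (HGF 24 h), 184 (HGF 48 h), 254 (OSM 24 h) and 171 (EGF 48 h) against CTRL, and 790 (EGF), 116 (HGF), 1286 (OSM), 3413 (IFNG with EGF) and 1229 (TGFB with EGF) against matched medium. TGFB with EGF then had 1 library at each time, which limma assumes to vary like the other groups. Limma on the compared groups alone gave 0 (PBS 24 h), 1215 (PBS 48 h), 0 (IFNG with EGF 48 h), 0 (TGFB with EGF 24 h), 1094 (TGFB with EGF 48 h), 0 (HGF 24 h), 0 (OSM 24 h), 627 (OSM 48 h), 99 (EGF 24 h) and 3252 (EGF 48 h) against CTRL, and 4 (EGF), 0 (HGF), 0 (OSM), 377 (IFNG with EGF) and 0 (TGFB with EGF) against matched medium, with fewer libraries to estimate the spread. It gave 631 gained and 981 lost sites for IFNG with EGF 24 h against CTRL. The larger side of gained and lost sites changed in other comparisons too. TGFB with EGF against CTRL had more gained than lost sites without small libraries (1991 and 111 at 24 h, 810 and 338 at 48 h), with weights by the number of sites detected (2588 and 451, 567 and 197) and, at 24 h, with array weights (718 and 490). OSM 48 h had more gained sites with weights by the number of sites detected (133 and 91) and without small libraries (89 and 52). OSM 24 h had more lost sites with raw detection, array weights (144 and 203) and sites called in at least 4 libraries (82 and 140). HGF 48 h did so in these settings, with the replicate block (120 and 174), without small libraries (62 and 122) and in limma on the compared groups alone (17 and 285). PBS 48 h had more lost than gained sites under 7 alternatives. HGF against PBS had more gained sites with array weights (194 and 115), without small libraries (84 and 32), with raw detection (9 and 1), with the replicate block (5 and 2) and at an adjusted p below 0.05 (6 and 2).

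Leaving out each library in turn gave these counts against CTRL: PBS 24 h 101 (A) to 361 (CTRL A), PBS 48 h 50 (B) to 417 (C), IFNG with EGF 24 h 680 (C) to 2022 (TGFB with EGF 24 h A), IFNG with EGF 48 h 308 (A) to 5241 (CTRL D), TGFB with EGF 24 h 66 (C) to 238 (CTRL D), TGFB with EGF 48 h 22 (A) to 298 (CTRL D), HGF 24 h 29 (A) to 518 (C), HGF 48 h 58 (A) to 710 (C), OSM 24 h 229 (B) to 537 (CTRL D), OSM 48 h 21 (C) to 337 (CTRL D), EGF 24 h 102 (C) to 401 (CTRL D) and EGF 48 h 264 (C) to 1458 (CTRL D). Against matched medium the counts were EGF 61 (PBS 48 h B) to 1642 (PBS 48 h C), HGF 1 (29 libraries) to 142 (PBS 48 h C), OSM 53 (OSM 48 h C) to 1953 (PBS 48 h C), IFNG with EGF 1020 (IFNG with EGF 48 h B) to 4061 (IFNG with EGF 48 h C) and TGFB with EGF 0 (3 libraries) to 128 (TGFB with EGF 48 h B). None of the 29 libraries that left the count of HGF at 1 was a PBS library. The libraries that moved a count by more than 1.5 times are named in the report.

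The number of motifs past the threshold depended on several alternatives. A motif distance of 50 bp gave 2 for HGF against PBS and, against CTRL, 0 for EGF, 1 for OSM and 2 for IFNG with EGF. Classes crossed with GC content gave 1 for OSM and 2 for IFNG with EGF against CTRL. A stricter peak threshold gave 1 for HGF, 2 for IFNG with EGF and 2 for TGFB with EGF against CTRL. The 5000 strongest peaks gave 1 for HGF and 5 for OSM against PBS, and, against CTRL, 0 for EGF, 3 for IFNG with EGF and 2 for TGFB with EGF. In that setting CEBP for EGF against PBS changed direction to 0.0150 points and SMAD for HGF against PBS to -0.0133. Without libraries of fewer than 30000 peaks all 11 comparisons had 0 motifs. For EGF and HGF against PBS this setting compares the same libraries as leaving out PBS 48 h C, which gave 8 and 5 motifs. For these 2 comparisons the p-values of the other tests in the family of 176 therefore made the difference, through the adjustment. TGFB with EGF kept 1 library at each time, and its smallest exact permutation p was 0.04 against EGF and above 0.05 against CTRL, so these tests could not show whether its calls were stable. OSM and IFNG with EGF also had fewer libraries. Without libraries of fewer than 30000 peaks the motif deviation of IRF for IFNG with EGF against EGF differed by 93.4 points, and those of SMAD, TEAD and CEBP for TGFB with EGF against EGF by 53.1, 21.4 and -14.5 points. For TGFB with EGF those of STAT, CREB, NF1, ETS and CTCF were then 1.68, -0.728, -3.26, -3.91 and -26.4 points, and STAT for IFNG with EGF was 17.7 points. Among the 47 called motifs, the calls not made were 2 with GC classes, 10 with a motif distance of 50 bp, 10 with a stricter peak threshold, 16 with the 5000 strongest peaks and 9 with the replicate block at an unadjusted p.

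Leaving out each library gave, against matched medium, 6 to 8 motifs for EGF, 2 to 5 for HGF, 2 (without PBS 24 h C) to 4 (OSM 48 h B) for OSM, 3 to 7 for IFNG with EGF and 5 to 10 for TGFB with EGF. HGF had 3 and 2 without PBS 24 h A and C, 3 without HGF 24 h A or C, 2 without any HGF 48 h library and 2 without CTRL B, C or D. IFNG with EGF had 4 and 3 without its 24 h replicates A and C, 3 without its 48 h replicates A or C, 4 without EGF 24 h D, 3 without any EGF 48 h library, 3 to 4 without CTRL B, C or D, and 4 without any of 7 other libraries. TGFB with EGF had 5 without its 24 h replicates B or C, its 48 h replicates A or B, EGF 24 h C or D, or CTRL B or C. Against CTRL the counts were 0 to 4 for PBS, 0 to 2 for EGF, 0 to 4 for HGF, 0 to 3 for OSM, 0 to 2 for IFNG with EGF and 0 to 4 for TGFB with EGF. PBS, HGF, OSM, IFNG with EGF and TGFB with EGF had 0 without CTRL B, C or D. PBS had 2 without CTRL A, and 2, 1, 1, 1, 1 and 2 without its own 6 libraries in order. EGF had 0 without CTRL A to C and 1 without CTRL D, and 0 without EGF 24 h A, C or D or any EGF 48 h library or PBS 24 h C, PBS 48 h A or B, TGFB with EGF 24 h B or C or 48 h A or B, HGF 24 h A or any HGF 48 h library. HGF had 0 without HGF 24 h A or HGF 48 h A or B. OSM had 1 without OSM 48 h C, and IFNG with EGF had 2 without its replicate C of 24 h or 48 h. TGFB with EGF had 2 without its 24 h replicate A and 1 without each of its other 5 libraries.

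The interferon list against EGF was 0.312 without libraries of fewer than 30000 peaks, with an adjusted exact permutation p of 0.0889, the smallest that the lowest of 20 tests can have in this smaller design. The TGF-beta list was 0.0627 with sites within 10 kb (adjusted p 0.0327) and 0.0227 with the replicate block (unadjusted exact permutation p 0.0313), both past the threshold. Leaving out libraries gave 0.221 (IFNG with EGF 48 h A) to 0.296 (IFNG with EGF 48 h C) for the interferon list, and 0.0114 (TGFB with EGF 48 h C) to 0.0344 (TGFB with EGF 48 h B) for the TGF-beta list. They gave 0.0486 (OSM 24 h A) to 0.0776 (OSM 24 h C, adjusted p 0.0381) for the OSM and STAT3 list. The growth factor list had 0.00372 to 0.0263 for EGF and 0.00875 to 0.0313 for HGF, lowest without PBS 24 h A and highest without PBS 24 h C. The share of variance with time was 2.23% with raw detection (permutation p 0.392) and 2.47% with motif deviations (permutation p 0.198). Treatment kept its side of the threshold under every alternative run.

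Of the 27 calls of named sites, 19 were made without each library in turn and 7 also under all 13 alternatives run. These 7 are the sites near GBP5, EID2, SLC25A47, IRF1, CXCL10, IDO1 and NLRC5, all gained with IFNG and EGF. Limma on the compared groups alone made 8 of the 27. Sites called in at least 4 libraries gave no value for 3 of them, and a stricter peak threshold none for 1, since these sites were then not kept. The files hold no reads, so what depth limits was not measured. Peak number limits these results, since a site missed in a library with few peaks cannot be told from a closed site. The rate at which fully switched sites are recovered at these peak numbers is given in the methods, and it was lowest for TGFB with EGF.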

Other observations

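The tests of explanations in this part were chosen after the results were seen, except that site classes crossed with GC content were chosen earlier. The share of site variance with treatment was 21.7%. That is lower than the value quoted from the study above, which rests on other libraries and another measure of variance, so the values cannot be compared directly. With motif deviations in place of sites the share was 45.2% (permutation p 1e-05, the smallest these permutations give).

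The 8 libraries with fewer than 30000 peaks had a mean background coverage of 1.18 fragments per base, no lower than the 1.09 of the others, which argues against fewer sequenced fragments as the source of their low peak number. Lane was argued against as the whole source, since it accounted for 8.74% of the variance within groups (permutation p 0.517), and TGFB with EGF lay below EGF within each of 3 lanes. A lower share of fragments in accessible sites, from cell state or from sample handling, stays open and could not be measured here without read counts. The authors measured it and left their low libraries out of their own matrix. They proposed too much transposase per cell as the likely cause. The labels do not say which libraries the authors left out, so none was left out here on that ground. Replicate letters also differed in peak number, at 1.92, 0.801 and 0.650 times the group mean for A, B and C. Background coverage of replicate A was 1.00 times the group mean, against 1.05 for B and 0.948 for C (permutation p 0.0670), which argues against depth as the source of its higher peak number. A difference in handling between library sets is a candidate explanation and was not tested.

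Libraries with few peaks may drive motif deviations, since a small library keeps only its strongest peaks. The test was whether libraries with at least 30000 peaks still lay outside the reference group. For IRF the lowest of 4 libraries with IFNG and EGF was 65.7%, above the EGF maximum of 9.34%, and the difference was 104 points with site classes crossed with GC content. For SMAD the lower of 2 libraries with TGFB and EGF was 30.1%, above the EGF maximum of -4.36%, and for TEAD it was 16.6%, above 3.99%. With GC classes these differences were 62.6 and 18.4 points. For CEBP the higher of these 2 libraries was -17.9%, below the EGF minimum of -9.41%. For RUNX with OSM the lowest of 5 libraries was 2.84%, above the PBS maximum of -8.67%, and for TEAD with EGF the lowest of 8 was -1.54%, above -12.9%. For these motifs the values argue against small libraries, and in the first 3 against GC content, as the whole source. A response to the ligand remains a hypothesis, found and tested on the same data.

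For other motifs small libraries stay a candidate explanation. The lowest STAT deviation among libraries with at least 30000 peaks was -5.39% with IFNG and EGF and -13.1% with TGFB and EGF, inside the EGF range of -17.8% to 27.5%. The STAT motif was also in 10.5% of the sites gained with IFNG and EGF, against 4.71% of sites of the same detection frequency. These sites were called from all libraries, small ones included, so this does not exclude small libraries, and a response of STAT to IFNG stays open as well. For CTCF the higher of 2 libraries with TGFB and EGF was -12.2%, inside the EGF range, and the lower was -27.9%, below its minimum of -20.3%, so small libraries cannot be told apart from the treatment with only 2 libraries.

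Differences between 24 h and 48 h were also tested for each library value. Of 110 such tests 0 passed an adjusted p of 0.05 in exact permutation tests (lowest adjusted p 0.498), and 6 had an unadjusted p below 0.05.

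Other splits of the same libraries were counted for each number of called sites. Against CTRL, chance can be excluded at an unadjusted 0.05 for IFNG with EGF at 24 h (1830 sites, 1 of 35 splits as large, highest other 1269), at 48 h (4175, 1 of 35, 1914) and for EGF at 48 h (520, 1 of 35, 247). The smallest result of this count is 1 of 35, and it was not adjusted for 12 comparisons. It also rests on single libraries: IFNG with EGF fell under the highest other split at 24 h without its replicates A (797) or C (680), and at 48 h without A (308) or B (317). It cannot be excluded for PBS at 24 h (185, 26 of 35, highest other 933) and 48 h (265, 2 of 35, 813), TGFB with EGF at 24 h (88, 33 of 35, 1003) and 48 h (137, 23 of 35, 792), HGF at 24 h (261, 22 of 35, 1124) and 48 h (394, 8 of 35, 1119), OSM at 24 h (386, 10 of 35, 911) and 48 h (164, 17 of 35, 840), or EGF at 24 h (155, 5 of 35, 228). Against matched medium, chance can be excluded for EGF (294, 1 of 100, highest other 14), OSM (643, 1 of 100, 59) and IFNG with EGF (1754, 1 of 100, 545), though OSM had 53 sites without its 48 h replicate C, and cannot for HGF (1, 54 of 100, 145) or TGFB with EGF (3, 9 of 100, 31).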
